# Mutant Analysis in Arabidopsis Provides Insight into the Molecular Mode of Action of the Auxinic Herbicide Dicamba

**DOI:** 10.1371/journal.pone.0017245

**Published:** 2011-03-08

**Authors:** Cynthia Gleason, Rhonda C. Foley, Karam B. Singh

## Abstract

Herbicides that mimic the natural auxin indole-3-acetic acid are widely used in weed control. One common auxin-like herbicide is dicamba, but despite its wide use, plant gene responses to dicamba have never been extensively studied. To further understand dicamba's mode of action, we utilized Arabidopsis auxin-insensitive mutants and compared their sensitivity to dicamba and the widely-studied auxinic herbicide 2,4-dichlorophenoxyacetic acid (2,4-D). The mutant *axr4-2*, which has disrupted auxin transport into cells, was resistant to 2,4-D but susceptible to dicamba. By comparing dicamba resistance in auxin signalling F-box receptor mutants (*tir1-1*, *afb1*, *afb2*, *afb3*, and *afb5*), only *tir1-1* and *afb5* were resistant to dicamba, and this resistance was additive in the double *tir1-1/afb5* mutant. Interestingly, *tir1-1* but not *afb5* was resistant to 2,4-D. Whole genome analysis of dicamba-induced gene expression showed that 10 hours after application, dicamba stimulated many stress-responsive and signalling genes, including those involved in biosynthesis or signalling of auxin, ethylene, and abscisic acid (ABA), with TIR1 and AFB5 required for the dicamba-responsiveness of some genes. Research into dicamba-regulated gene expression and the selectivity of auxin receptors has provided molecular insight into dicamba-regulated signalling and could help in the development of novel herbicide resistance in crop plants.

## Introduction

Auxinic herbicides are synthetic auxins that have been effectively used in agriculture to control broadleaf weeds for over 60 years [1]. Synthetic auxins act as mimics of natural auxin, and they can be categorized into different classes based on the position of their carboxycylic acid moieties on their aromatic rings. The classes include phenoxyalkanoic acids (e.g. 2,4-D), benzoic acids (e.g. dicamba), and the pyridine-carboxylic acids (e.g. picloram) [2]. In response to an auxinic herbicide, the plant develops abnormalities such as leaf epinasty, leaf abscission, and growth inhibition of the root and shoots [1], [2], [3], [4]. Overall, the effects of auxinic herbicides can be divided into three consecutive phases in the plant: first, stimulation of abnormal growth and gene expression; second, inhibition of growth and physiological responses, such as stomatal closure; and third, senescence and cell death [3]. It is during the stimulation phase that auxinic herbicides cause a rapid increase in ethylene production and an increase in abscisic acid (ABA) biosynthesis [5], [6], [7]. The increased ABA levels inhibit plant growth by closing the stomata, which subsequently limits carbon dioxide assimilation and leads to the accumulation of hydrogen peroxide in the herbicide-treated plants (second phase effects) [7]. This accumulation of reactive oxygen species is likely a key factor contributing to the tissue damage and cell death associated with herbicide treatment (third phase effects) [3].

The natural auxin indole-3-acetic acid (IAA) enters the cell through auxin-influx carriers and rapidly controls auxin-responsive gene expression by regulating the degradation of Aux/IAA repressor proteins. Aux/IAA proteins are negative regulators of auxin-responsive genes [8]. Auxin binds to an F-box protein called TIR1, a subunit of the SCF^TIR1^ (Skp-Cullin-F-box) ubiquitin ligase protein complex. TIR1 directly binds auxin, and this binding allows TIR1 to associate with Aux/IAA proteins. The Aux/IAA repressor proteins are ubiquitinated by the SCF^TIR1^ complex [9], [10] and degraded by the 26S proteasome. The removal of the Aux/IAA proteins relieves the repression of auxin-responsive genes [8], [11].

Arabidopsis has a number of TIR1-like F-box proteins, with AFB1, AFB2 and AFB3 showing the closest homology to TIR1 [12], [13]. Like TIR1, the AFB1, AFB2, and AFB3 proteins can bind to IAA, but their role in auxin signalling is not clear. At least one AFB protein, AFB5, plays a role in synthetic auxin selectivity. A mutant in AFB5 was resistant to the auxinic herbicide picloram, suggesting that plant responses to this herbicide was mediated, at least in part, through the SCF^AFB5^ pathway [14]. Because synthetic auxins, such as 2,4-D, differ in their overall aromatic ring size from natural auxin, the potential chemical selectivity of AFBs may be based on the structure or size of their auxinic-binding pockets [15]. Understanding the relationship between auxin receptors and synthetic auxins may be critical for dissecting their modes of action and for the development of specific herbicide resistance in crop plants.

In this paper we wanted to gain a better understanding of the global molecular effects of dicamba (2-methoxy-3,6-dichlorobenzoic acid) on plants. Dicamba has low toxicity to animals and is widely-used to control broadleaf weeds [16]. In a 2001 study, dicamba was the 7^th^ most-used home and garden herbicide and was ranked the 24^th^ in a list of the most-commonly used agricultural herbicides [17]. With the emergence of glyphosate resistant weeds, alternative herbicides like dicamba will likely gain increased usage. Moreover, expression of a bacterial dicamba monooxygenase gene was shown to confer dicamba resistance to transgenic plants [16], which is likely to increase its popularity in agriculture. While resistance to dicamba has been observed in some weed species [18], [19], [20], the underlying mechanisms of these resistances are unknown, and effects of dicamba on plants at the molecular level have not been extensively characterized. For our study we used the model plant Arabidopsis, which has a wealth of molecular genetic and genomic resources that we could exploit [8], [21], [22]. We utilized whole genome microarray analysis and identified functional categories of genes affected by this herbicide that help explain dicamba's mode of action. We also examined several auxin insensitive mutants and discovered differential responses to dicamba and 2,4-D. Based on this mutant work, we hypothesize that dicamba and 2,4-D may have different requirements for entry into the cell and for F-box receptors that bind to the synthetic auxins.

## Materials and Methods

### Plant material, treatments, and RNA extraction

Arabidopsis seeds were surface sterilized for 15 minutes in 70% ethanol and rinsed with 1 ml 100% ethanol. The seeds were stratified for 3 d at 4°C and grown on Murashige and Skoog agar plates supplemented with 3% sucrose and 0.8% agar, under 16-h-light/8-h-dark cycle at 22°C. The *GSTF8*::LUC plants were transgenic Columbia containing a 791 bp version of the *GSTF8* promoter fused to the luciferase reporter gene [23], [24]. Homozygous seeds for *tir1-1* (CS3798) [25], *axr4-2* (CS8019) [26], *afb1-3* (SALK_070172.53.50.x), and *afb3-4* (SALK_068787C) and heterozygous seeds for *afb5* (SALK_110643.30.55.x) and *afb2* (SALK_137151.27.45.x) were provided by the Arabidopsis Biological Resource Center. Mutants alleles have been previously described for the SALK T-DNA insertions *afb1-3* and *afb3-4* [13]. Homozygous plants for *afb5* and *afb2* were selected on MS-media with Kanamycin (50 µg/ml) and further confirmed by PCR with gene specific primers: *afb5* 5′- GTTGGATCTACCCTCTACCGC-3′, 5′-GTGGCAATTGAGTATGATGGG-3′; *afb2* 5′- TCAACGGTCAAGATCCATCTC-3′ and 5′- CTGCAATTAGCGGCAATAGAG -3′, and a primer within the T-DNA: LBb1.3 ATTTTGCCGATTTCGGAAC. Loss of transcript in the T-DNA lines was confirmed by loss of amplicon from cDNA template with primers: *afb5* 5′- TGTGGAGCTACATCGTCTGC-3′ and 5′-GGAAGATACTCCGGCATCAA-3 and *afb2* 5′- TCTGGTTCCTTTGCTTTGCT-3′ and 5′-TCGGAATCTGGGTCATTCTC -3′. The *tir1-1/afb5* double mutant was generated through a cross of the two single mutant lines, and homozygous lines were generated and confirmed for *tir1-1* using CAPS marker [27] and for *afb5*, using primers described above.

The 7 mM dicamba treatment was made by dissolving 22.8 mg Cadence (700 g/kg dicamba, Syngenta; mw  =  325 g/mole) in 10 ml water. For the gene expression experiments, 4 day old seedlings were flooded with 10 ml of a 7 mM dicamba treatment (Cadence, Syngenta) or water (mock) for 40 minutes. At the specified timepoints after the initial exposure to the treatments, the plants were collected and quick frozen in liquid nitrogen. For all experiments, total RNA was extracted from whole seedlings using the Qiagen RNeasy Mini Kit, following the manufacturer's instructions.

### Microarray and data analysis

The cDNA preparation, labelling, and Affymetrix ATH-121501 GeneChip® hybridization was carried out by AGRF (Australian Genome Research Facility, http://www.agrf.org.au) using 15 ug of total RNA and three biological replicates. The raw data files underwent background correction, normalization, probe specific correction, and summary value computation using the Robust Multichip Average (RMA) method in the Bioconductor package. To find the differentially expressed genes we utilized the limma package for R to calculate the Log_2_ fold change, the moderate t-statistic, B value, and the adjusted p value (Benjamini–Hochberg *FDR*) for each array probe [28]. Functional categorization was carried out using the Arabidopsis Classification Superviewer at http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi [29]. It should be noted that with SuperViewer genes can belong to more than one group of classification. Microarray data from this article were submitted to the public NCBI Gene Expression Omnibus database (GEO) accession GSE24052, The microarray data is MIAME compliant.

### Root growth assays

Surface sterilized Arabidopsis seeds were sown on MS-media supplemented with increasing concentrations of herbicides. A concentrated dicamba stock (7 mM) was diluted in water. The concentrated 2,4-D stock (1 mM) was made in DMSO and then diluted in water. Control plates had appropriate amounts of DMSO or water without herbicide. Ten seeds of Col-0, *tir1-1*, and *axr4-2* were sown on each plate. The plants were stratified for 3 days at 4°C and then placed in a 21°C growth room with a 16 hour light/8 hour dark cycle. Eight days after seeds were placed in the growth room, the plants were removed from the agar medium and the length of primary root was measured. There were 2 replicate plates of at least 10 plants for each herbicide concentration tested and the experiment was repeated at least twice.

### Plant-herbicide resistance tests

Surface sterilized seeds were stratified and germinated on MS-media. After 1.5 weeks of growth in a 21°C growth room, the plants were transplanted into soil and allowed to grow an additional 3 weeks with regular watering. 20 mls–40 mls of dicamba treatment were applied to each pot. Three days later, the total above ground fresh weight was measured. Each 6.5×6.5 cm pot contained 5 plants. A total of 20 plants each of Col-0 and *tir1-1* were measured for each concentration of dicamba treatment. The experiment was repeated twice with similar results.

### Gene expression analysis

cDNA was generated from 1 µg total RNA using Invitrogen's SuperScript II Reverse Transcriptase following manufacturer's instructions. The cDNA was used as the template in real-time quantitative PCR; the qRT-PCR conditions and analysis were similar to those used in the study of Gao and associates [30]. Fragments of interest were amplified by the Biorad iCycler Real Time PCR machine using Biorad SYBR green as the fluorescent dye. Relative gene expression was derived from using 2^–ΔCT^, where C_T_ represents C_T_ of the gene of interest minus C_T_ of the reference gene cyclophilin (*ATCYP5*). Where required, the significance of differences between relative gene expressions was analysed by two-way ANOVA. Each experiment was done in duplicate with three biological replicates. For verification of the Affymetrix microarray results, cDNA was synthesized from RNA isolated for the microarray experiment (above) and from an independent experiment set-up in an identical manner. Gene specific primers for the qRT-PCR are listed in Table S3.

## Results

### Transcriptome analysis of genes affected by dicamba treatment

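The arrays measured transcripts in whole Arabidopsis seedlings of a line that carries luciferase behind the promoter of GSTF8, a stress-responsive glutathione S-transferase gene. Plates of 4-day-old seedlings were flooded for 40 min with 7 mM dicamba or with water (mock), and tissue was collected 10 h later. RNA from 3 biological replicates of each treatment was hybridised to Affymetrix ATH1 arrays, which read each transcript with a probe set, a group of short oligonucleotides. The authors reduced the raw intensities by RMA to a log2 value per probe set, and the 22810 values of each of the 6 arrays were analysed from there. Differences between the groups were fitted with limma for 22746 probe sets, leaving out 64 Affymetrix controls, and a probe set passed at an adjusted p of 0.05 or less after Benjamini-Hochberg adjustment over all of them. The probe annotation gave a single gene for 13513 probe sets and several genes for 503, and did not list the other 8794. A further 430 were named only through Tables S1 and S2, which hold probe sets chosen on these same arrays for a change of at least 3-fold, so these names are not independent evidence for a direction.

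Each array is called here by the treatment on its sample label, and each difference is the mean of the arrays labelled dicamba minus the mean of those labelled mock. By these labels the sizes of the changes are those of the study's tables and every sign is the opposite. The stress and hormone genes of Table S1, listed there as induced, were higher in the arrays labelled mock for every probe set. The cell wall, peroxidase and water channel genes of Table S2, listed there as repressed, were higher in the arrays labelled dicamba for all 379. The tabulated log2 fold change and the difference by label summed to at most 5e-06 for any probe set. The qRT-PCR of Table 1 and Fig. 6 runs in the direction of the tables. The number of arrays limits the precision of every value: an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.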

In order to determine how dicamba is affecting specific gene expression and global signalling pathways, we anaysed transcripts using an Affymetrix Arabidopsis ATH-121501 array. To establish the dicamba concentration and time after treatment to collect tissue for transcriptional analysis, we utilized plants carrying a stress responsive gene, *GSTF8*, fused to a luciferase reporter, which acted as a marker of maximal transcriptional activity in the plant after dicamba treatment. It was previously reported that 7 mM dicamba can strongly induce the *GSTF8* promoter in 4 day old seedlings [31]. This dicamba concentration also falls within the range used in agricultural practices to kill weeds (0.28 kg/ha and 0.56 kg/ha, applied at approximately 180 L/ha) [16], and thus, would give an insight into gene expression in herbicide-treated plants in field situations. Using 7 mM dicamba, we found that the *GSTF8* promoter activity peaked 7–10 hours after treatment (data not shown), and thus, we analysed gene expression using the array on plant tissue collected 10 hours after a 7 mM dicamba treatment. At this ten hours after treatment, there would be maximal transcriptional activity, as indicated by the peak in *GSTF8* promoter activity, and, it would provide insights into the prolonged effects of dicamba on plant gene expression and complement the transcriptional analyses performed with auxinic herbicides at early timepoints [32], [33], [34]. Genes with ≥2-fold change between the mock and dicamba treated seedlings were extracted for further analysis. With these criteria, 1192 probe identifiers were up-regulated and 1003 were down-regulated in the dicamba treated plants.

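Genes of hormone synthesis, auxin conjugation and stress signalling that the text names exceeded a 2-fold difference in all 13 cases that could be named on the array. All 13 are in Table S1, which selects changes of at least 3-fold on these same arrays, so this was fixed in advance. LBD29, a LATERAL ORGAN BOUNDARIES factor that acts downstream of auxin in lateral root initiation, was 2.56-fold higher in the arrays labelled mock (log2 difference -1.36, standard error 0.08, adjusted p = 6.0e-07, limma), a call that centring the arrays on the hybridisation spikes removes (-0.92, adjusted p = 0.078). EIN3, the transcription factor at the end of ethylene signalling, stayed far below 2-fold at -0.27, and GID1A, a gibberellin receptor, at -0.21, and both turned to the other sign with spike centring. YUC6, an enzyme of auxin biosynthesis, differed by 0.51 and GSTF4, a phi class glutathione S-transferase, by 0.54, both higher in the arrays labelled dicamba; with spike centring they were 0.95 and 0.98, with a standard error of 0.37, and neither passed. Over the array, 10806 probe sets passed, 5996 higher in the arrays labelled dicamba and 4810 higher in those labelled mock. At 2-fold or more there were 2123, of which 971 were higher in the arrays labelled dicamba and 1152 in those labelled mock. Centring on the spikes adds the same 0.44 to every difference and moves their median from 0.04 to 0.48. The spikes themselves overlapped between the groups (exact permutation p = 0.5). This centring gives 3214 probe sets instead, 2557 higher in the arrays labelled dicamba and 657 in those labelled mock, and 2505 and 649 at 2-fold.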

Because this was a large data set, for further analysis, genes with greater than 3-fold differential expression were functionally categorized (Fig. 1). This consisted of 550 induced genes and 396 repressed genes (Tables S1 and S2). 

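WAK1, a wall-associated kinase of the pathogen response, was 89.2-fold higher in the arrays labelled mock, and PCC1 and LURP1, a pair of genes induced by pathogens, were 80.0-fold and 47.6-fold higher there. WRKY70, a transcription factor of salicylic acid signalling, followed at 42.1-fold, and PMZ, a stress-responsive zinc finger protein, stood at 61.2-fold. The legume lectin gene AT5G03350 (81.4-fold), AT1G18830, AT5G66780, ECS1 and AT2G25510 complete the 10 furthest on this side among probe sets of a single named gene, and AT2G25510, a protein of unknown function, ranks highest at 151-fold. A probe set shared by GH3 genes, which the rule for single genes leaves out, was 55.9-fold higher in the same arrays. In the arrays labelled dicamba the peroxidase gene AT4G30170 was 48.7-fold higher and PER64, a peroxidase of the Casparian strip, 24.5-fold higher. CASP5, a scaffold protein of the same endodermal barrier, was 21.6-fold higher. OSM34, an osmotin-like protein, was 29.9-fold higher, SBT4.12, a subtilisin-like protease, 28.5-fold, and AIR1, an auxin-induced protein of root cultures, 25.5-fold. Apart from the shared probe set, these genes were picked by a rule that asks every array of one label to lie beyond every array of the other. Across the array 12905 probe sets (56.7%) were separated in this way, where chance gives 10%. With the 3-fold limit and adjusted p of the Fig. 1 legend, limma called 910 probe sets, 379 of them higher in the arrays labelled dicamba and the rest higher in those labelled mock. The former are the probe sets listed in Table S2 and the latter those listed in Table S1. With spike centring, which adds the same 0.44 to every difference, 761 were higher in the arrays labelled dicamba and 321 in those labelled mock. The larger side turns with that constant.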

For most of the categories, such as “Responses to abiotic/biotic stress,” “Responses to stress,” “Transcription,” and “Signal transduction,” there were more genes induced by dicamba than repressed (Fig 1A).

**Figure 1:**
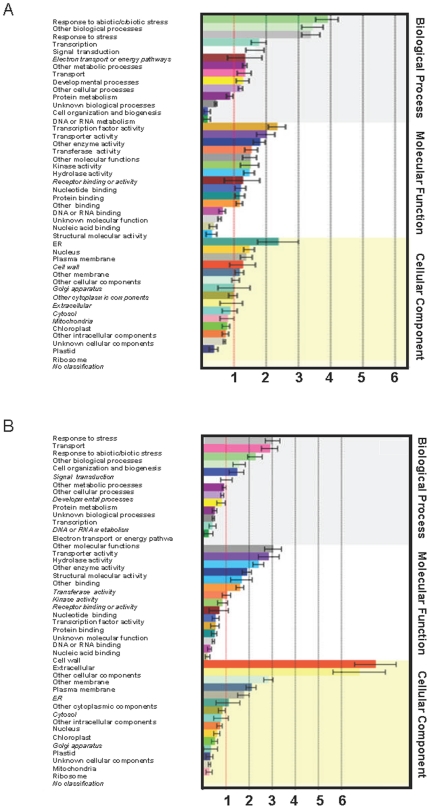
Functional annotations of genes regulated by dicamba treatment. Functional classification of genes regulated by dicamba based on the Gene Ontology (GO) database using the Arabidopsis Classification SuperViewer [29], A, Genes induced B, Genes repressed. Four day old seedlings were collected 10 hours after a 7 mM dicamba treatment for the array, with 3 biological replicates. All genes included in the tables had fold change ≥3 and an adjusted p≤0.05. The values are a normed frequency, which is calculated as follows: (Number_in_Class_input_set_/Number_Classified_input_set_)/(Number_in_Class_reference_set_/Number_Classified_reference_set_) (error bars  =  bootstrap StdDev). Genes with a p-value of the hypergeometric distribution >0.5 are in italics. Full records of differentially expressed genes are listed in Tables S1 and S2.

To confirm the changes in gene expression observed in the microarray experiment, we performed quantitative real time PCR (qRT-PCR) for a select number of genes. 

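GH3.3 (AT2G23170), an enzyme that conjugates auxin to amino acids, had the largest difference of the Table 1 genes. Its log2 signal was 14.27 ± 0.13 (SD, n = 3) on the arrays labelled mock and 10.00 ± 0.24 (SD, n = 3) on those labelled dicamba, a difference of -4.26 (standard error 0.12, adjusted p = 4.7e-09, limma). IAA5 (AT1G15580) and IAA1 (AT4G14560), Aux/IAA repressors that auxin induces early, were at 8.61 ± 0.08 and 10.61 ± 0.09 on the arrays labelled mock and at 5.64 ± 0.31 and 7.97 ± 0.03 on those labelled dicamba. The differences were -2.97 for IAA5 (adjusted p = 9.8e-08) and -2.64 for IAA1 (adjusted p = 3.7e-09). NCED3 (AT3G14440), a dioxygenase that controls ABA synthesis in water stress, was at 9.32 ± 0.11 and 7.38 ± 0.17 on the same groups (-1.94, adjusted p = 1.65e-07). ACS11 (AT4G08040), which makes the ethylene precursor ACC, was at 6.90 ± 0.33 and 5.16 ± 0.06 (-1.74, adjusted p = 5.4e-06). As folds of the arrays labelled mock over those labelled dicamba these are 19.2 for GH3.3, 7.83 for IAA5, 6.24 for IAA1, 3.84 for NCED3 and 3.35 for ACS11. All 3 arrays labelled mock were above all 3 labelled dicamba for each gene. Of these genes only GH3.3 is named by the probe annotation, and the others are named here through Table S1.

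**Figure D1:**
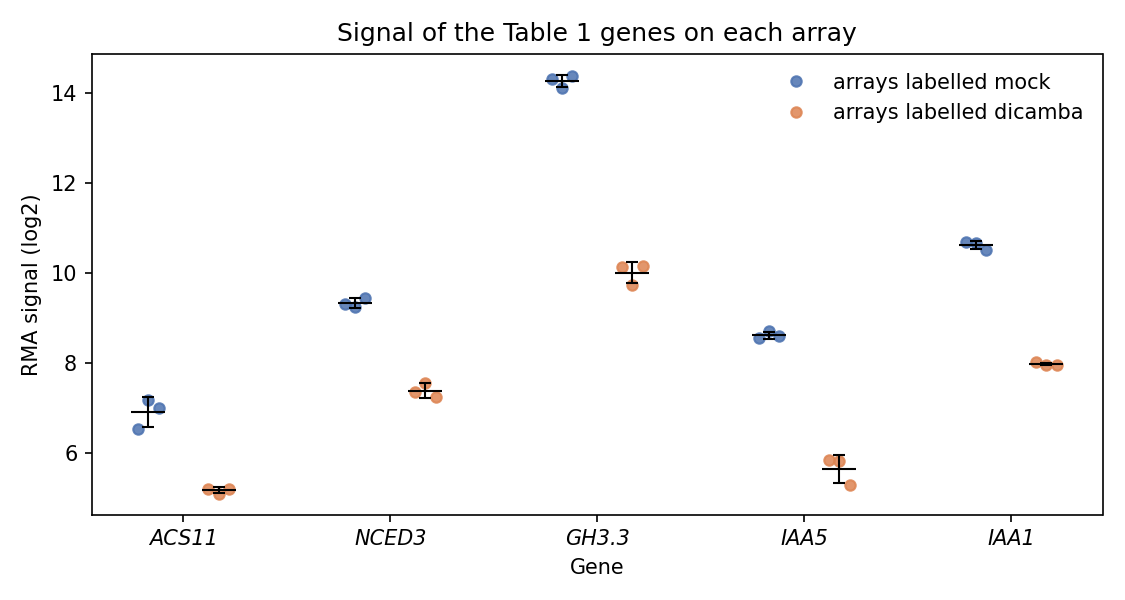
RMA signal (log2) of the 5 genes on each of the 6 arrays, points by label, with the mean (bar) and SD (whiskers) of each group of 3. For each gene the points of the arrays labelled mock lie above those of the arrays labelled dicamba with the widest gap for GH3.3 (difference -4.26) and the narrowest for ACS11 (-1.74).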

Expression patterns of several genes that are involved in the biosynthesis or signalling of ethylene, ABA, or auxin were studied, and qRT-PCR results confirmed the changes in gene expression by dicamba as determined by the microarray (Table 1).

**Table 1:** Quality control of microarray experiments.

Pathway	AGI	Gene Name	Microarray FC	qRT-PCR FC
ethylene	At4g08040	*ACS11*	3.4	4.4
ABA	At3g14440	*NCED3*	3.8	3.6
auxin	At2g23170	*GH3.3*	19.2	28.6
auxin	At1g15580	*IAA5*	7.8	10.2
auxin	At4g14560	*IAA1*	6.2	9.3

The fold change (FC) of genes that were differentially expressed during the microarray analysis after dicamba treatment were confirmed by qRT-PCR. Each qRT-PCR experiment was done twice with the average of the fold change reported.

### Genes up-regulated by dicamba

“Response to abiotic or biotic stresses,” “Other biological processes,” and “Response to stress” comprised the largest categories of dicamba-induced genes (Fig. 1A). 

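HSP17.4 and HSP17.6A, small chaperones that bind misfolded proteins, were 34.4-fold and at least 30.9-fold higher in the arrays labelled mock, the level of HSP17.6A in the others (4.30) being not shown to lie above background, and HSP90.1, a chaperone of signalling proteins, was 14.8-fold higher. All 6 heat shock genes named by the probe annotation were higher in the arrays labelled mock, with a median difference of -2.32 (camera of limma, adjusted p = 1.2e-06; adjusted p = 0.077 with an estimated correlation), and all 6 passed when adjusted over the list alone. All 17 heat shock genes measured are in Table S1, which had been read when the list was written. The direction of these 6 was therefore already known. The other 11, named only through Table S1, lay on the same side, which their selection fixes. BIP3, an endoplasmic reticulum chaperone of the unfolded protein response, differed by -4.34 (level 4.35 in the arrays labelled dicamba, likewise not shown to lie above background), its partner ATERDJ3A by -3.67 and TIN1, another gene of this response, by -3.54. The protein disulphide isomerase gene PDIL1-2 differed by -2.26. Of the salicylic acid genes, 2 were named by the annotation and 11 only through Table S1, which selects on the change itself, and all were higher in the arrays labelled mock. The genes of the unfolded protein response and of salicylic acid named by the annotation were too few for a set test.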

Stress responsive genes included five glutathione S-transferases of the tau class and 12 cytochrome p450s, suggesting a role of p450s and GSTs in the dicamba detoxification process. 

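Tau class glutathione S-transferases attach glutathione to herbicides and other foreign compounds, and cytochrome P450s oxidise them. The 5 glutathione S-transferases among the calls were all of the tau class and all higher in the arrays labelled mock, by 3.76-fold to 32.5-fold. GSTU11 had the largest difference (-5.02, adjusted p = 5.6e-09, limma), followed by GSTU25 (-3.37), GSTU4 (-2.55) and GSTU2 (-1.92). Other members went the opposite way. Of the 11 tau class genes named by the annotation, 6 were higher in the arrays labelled mock and 3 in those labelled dicamba, the same counts when adjusted over the list alone, and the median of -0.21 turned to 0.23 with spike centring. Cytochrome P450s were also split, with 14 probe sets in Table S1 higher in the arrays labelled mock and 5 in Table S2 higher in those labelled dicamba. CYP81D8, induced by many foreign compounds, differed by -3.56, CYP89A6 by -3.42 and CYP76C2, a P450 of senescing and infected leaves, by -3.03. CYP86A1, a fatty acid hydroxylase that makes suberin in the root, differed by 2.33, and KCS2, another suberin gene but not a P450, by -1.69. Among the 22 P450 genes of the annotation 7 were higher in the arrays labelled mock and 1 in those labelled dicamba (6 and 1 when adjusted over the list alone), with a median of -0.02 that spike centring turns to 0.42.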

Of the genes induced 3-fold or more by dicamba, a significant number were also involved in transcription, for example those encoding DREB2A and WRKY33, or were genes involved in signalling, including genes encoding calcium-binding proteins and kinases (Table S1).

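DREB2A, a transcription factor of drought and heat responses, was at 10.32 ± 0.14 (SD, n = 3) on the arrays labelled mock and 7.37 ± 0.10 (SD, n = 3) on those labelled dicamba, a difference of -2.95 (adjusted p = 7.5e-09, limma). WRKY33, a regulator of pathogen defence, was at 9.80 ± 0.16 and 7.21 ± 0.23 (-2.59, adjusted p = 1.1e-07). WRKY75, a regulator of phosphate starvation and senescence, differed by -3.57, WRKY40, a repressor in ABA signalling, by -3.16, and WRKY54, a partner of WRKY70 in salicylic acid signalling, by -3.02. Among NAC factors, NAC003 (-3.57), ANAC087 (-2.68) and the senescence regulator NAC6 (-2.50) were also higher in the arrays labelled mock. By their descriptions in the tables, 58 probe sets of transcription factors were higher in the arrays labelled mock and 9 in those labelled dicamba. The WRKY genes that the annotation names did not pass as a list (7 genes, median -0.26, adjusted p = 0.075), and their median turns to 0.18 with spike centring. CML37, a calmodulin-like calcium sensor, was at least 19.9-fold higher in the arrays labelled mock, its level of 3.71 in the others being not shown to lie above background, and the calcium-dependent kinase CDPK2 was higher there too (-1.72), while TCH2, a touch-induced calmodulin-like protein, was 3.04-fold higher in the arrays labelled dicamba. By description there were 11 calcium-binding probe sets higher in the arrays labelled mock and 6 in those labelled dicamba, and 32 and 17 of kinases. The 8 calmodulin-like and calcium-dependent kinase genes of the annotation had a median of -0.13, which turns to 0.31 with spike centring.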

The proposed model for auxinic herbicides predicts that the high levels of auxin induce ethylene biosynthesis which is followed by ABA biosynthesis [3]. Consequently, we analysed dicamba-induced genes to indentify those involved in auxin, ethylene, and ABA biosynthesis and/or signalling pathways.

Several auxin responsive genes were up-regulated upon dicamba treatment, and these included six IAA transcription factors and 7 auxin-responsive genes. 

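Aux/IAA proteins repress auxin-responsive transcription and are themselves induced early by auxin. IAA30 (AT3G62100) was 30.1-fold higher in the arrays labelled mock (difference -4.91, standard error 0.15, adjusted p = 8.1e-09, limma). IAA29, which links auxin to shade and warmth, differed by -2.69 (adjusted p = 7.0e-08). IAA6, named through Table S2 and picked out after its value had been seen, went the other way, at 1.83. By description, 6 probe sets of IAA factors in Table S1 were 3.41-fold to 30.1-fold higher in the arrays labelled mock. Of the 7 Aux/IAA genes named by the annotation 5 were higher in the arrays labelled mock and none was higher in those labelled dicamba, also when adjusted over the list alone (median -1.02, adjusted p = 3.2e-04, camera; adjusted p = 0.077 with an estimated correlation). The other members, 4 in number, are named only through the tables, which is no independent evidence. Small auxin-up RNAs, or SAURs, which promote cell expansion, moved both ways. AT1G16510 differed by -2.94 and AT2G18010 by -2.07, whereas AT3G53250 was 8.71-fold higher in the arrays labelled dicamba. Of the probe sets described as auxin-responsive, 6 were higher in the arrays labelled mock and 3 in those labelled dicamba, and the median of the 3 SAURs named by the annotation changes sign with the scaling. LBD16, another factor of lateral root initiation, differed by -3.20.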

The Aux/IAAs are known to help repress the expression of auxin-induced genes and ensure that the auxin response is transient [35], and the fact that they are induced 10 hours after dicamba treatment suggests a sustained auxin response in the plant. 

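GH3 enzymes join auxin to amino acids and so lower the pool of free auxin. GH3.1 (AT2G14960) was at 8.50 ± 0.12 (SD, n = 3) on the arrays labelled mock and 4.82 ± 0.15 (SD, n = 3) on those labelled dicamba, a difference of -3.68 (adjusted p = 3.2e-09, limma). GH3.5 (AT4G27260, also named WES1), which acts on auxin and salicylic acid, was at 12.03 ± 0.04 and 9.57 ± 0.06 (-2.47, adjusted p = 3.8e-09). GH3.6 (AT5G54510, DFL1), named through Table S1, was at 11.89 ± 0.41 and 10.17 ± 0.03 (-1.72, adjusted p = 1.8e-05). GH3.17, a glutamate-conjugating enzyme expressed in roots, was 2.53-fold higher in the arrays labelled dicamba, and GH3.9 did not pass (0.20, adjusted p = 0.20); both were picked out after their values had been seen. Over the 5 GH3 genes named by the annotation, 3 were higher in the arrays labelled mock and 1 in those labelled dicamba, also when adjusted over the list alone (median -2.47, adjusted p = 0.034, camera; adjusted p = 0.18 with an estimated correlation).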

Some of the most rapidly induced genes by IAA encode indole-3-acetic acid amino synthetases (GH3s) that can conjugate IAA to help maintain auxin homeostasis (Kelley and Riechers 2007, Staswick *et al.* 2005); there are several GH3 family members in Arabidopsis, of which four (*GH3.1*, *GH3.3*, *GH3.5* and *GH3.6*) were induced over 3-fold by the 7 mM dicamba treatment (Table S1).

Auxin can increase plant ethylene concentrations by inducing the synthesis of 1-aminocyclopropane-1-carboxylic acid (ACC) synthase, a key step in ethylene biosynthesis in which S-adenosylmethionine is converted to ACC [36]. We discovered that 3 ACC synthase family members, including *ACS11* and the auxin-inducible *ACS8*, were induced by dicamba treatment. In addition, an ACC oxidase, which catalyses the final step in ethylene biosynthesis, was also up-regulated in the dicamba-treated plants.

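ACC synthases make the direct precursor of ethylene, and auxin raises the transcription of several of them. ACS8 (AT4G37770) was at 7.76 ± 0.16 (SD, n = 3) on the arrays labelled mock and 6.11 ± 0.26 (SD, n = 3) on those labelled dicamba. This is a difference of -1.65 (standard error 0.13, adjusted p = 4.0e-06, limma), larger than the spread within either group. By description, 2 ACC synthase probe sets are in Table S1 and 0 in Table S2, and both are named only through that table.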

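ACC oxidase turns ACC into ethylene. AT1G77330, described as an ACC oxidase, was at 7.23 ± 0.34 (SD, n = 3) on the arrays labelled mock and 9.81 ± 0.26 (SD, n = 3) on those labelled dicamba, a difference of 2.59 (adjusted p = 1.4e-06, limma). It is named through Table S2, which lists it among the repressed genes. AT1G12010, another ACC oxidase gene, differed by 0.62 (adjusted p = 0.0046) and was also higher in the arrays labelled dicamba. No ACC oxidase is described in Table S1.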

The plastid enzyme 9-cis-epoxycarotenoid dioxygenase (NCED) catalyses a key regulatory step in ABA biosynthesis [37]. Our genome expression analysis showed that two NCED family members, *NCED3* and *NCED5*, were up-regulated after dicamba exposure. 

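NCED enzymes cleave carotenoids to the precursor of ABA, and NCED5 adds to the product of the main stress form NCED3. NCED5 (AT1G30100) was at 6.12 ± 0.49 (SD, n = 3) on the arrays labelled mock and 4.30 ± 0.19 (SD, n = 3) on those labelled dicamba, a difference of -1.82 (standard error 0.21, adjusted p = 5.2e-05, limma). CYP707A1, which breaks down ABA, was higher in the same arrays, by 3.51-fold (difference -1.81, adjusted p = 3.3e-08). Both genes are named through Table S1.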

Abscisic aldehyde oxidase 3 (At2g27150), an enzyme that catalyses the final step of ABA biosynthesis, was also induced upon dicamba treatment. In addition to the biosynthetic genes, at least 10 ABA responsive genes were found to be up-regulated by dicamba over 3 fold. 

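AAO3 oxidises abscisic aldehyde to ABA. Its signal was 9.03 ± 0.08 (SD, n = 3) on the arrays labelled mock and 6.79 ± 0.11 (SD, n = 3) on those labelled dicamba, a difference of -2.24 (adjusted p = 2.0e-08, limma), or 4.74-fold. All 3 arrays labelled mock were above all 3 labelled dicamba.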

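Genes that ABA induces in drying seeds and stressed leaves changed together. LTI65, the desiccation-responsive gene also known as RD29B, was 19.8-fold higher in the arrays labelled mock (difference -4.31, adjusted p = 5.7e-10, limma). RAB18, a dehydrin, was 15.1-fold higher and HAI2, a phosphatase of ABA signalling, 13.3-fold. EM1, a seed protein of the late embryogenesis abundant class, was at least 13.4-fold higher, its level of 4.48 in the others being not shown to lie above background. All 17 genes of the ABA response list measured here were higher in the arrays labelled mock. Of these, 13 are named only through Table S1, so their direction is not independent evidence. The 4 named by the annotation, cold and drought proteins, all passed, also when adjusted over the list alone (median -1.75, adjusted p = 5.3e-05, camera; adjusted p = 0.077 with an estimated correlation).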

Reducing the stringency of the fold change cut-off in our analysis to 2.5 fold induction revealed that a zeaxanthin epoxidase gene (ABA1), which catalyses the first step of ABA biosynthesis, was also induced by dicamba.

### Genes repressed by dicamba

In most of the categories analysed, there were fewer genes repressed by dicamba than induced (Tables S1 and S2). The major exceptions being genes falling into the categories “Cell wall” and “Extracellular” (Fig. 1B and Table S2).

A significant number of cell wall genes were specifically down-regulated after dicamba exposure, suggesting that dicamba may be inhibiting cell wall biosynthesis (Fig. 1B). 

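Expansins loosen the cell wall, xyloglucan endotransglucosylases (XTHs) cut and rejoin its hemicellulose, and arabinogalactan proteins sit at the cell surface. EXPA18, an expansin of root hairs, was 5.64-fold higher in the arrays labelled dicamba and EXPA17, linked to lateral root emergence, 4.17-fold. XTH17 (19.5-fold), XTH4 (9.69-fold), XTH8 (7.95-fold) and XTH20 (7.80-fold) were higher in the same arrays, as were the fasciclin-like arabinogalactan proteins FLA9 (17.1-fold) and FLA2 (11.5-fold), AGP4 (14.7-fold) and AGP18 (5.70-fold). PME2 and ATPMEPCRB, which demethylate pectin, were 6.89-fold and 4.78-fold higher. By description, pectin-modifying enzymes made up 21 probe sets of Table S2 and 1 of Table S1, xyloglucan enzymes 8 and 1, extensins and proline-rich proteins 10 and 4, and arabinogalactan proteins 11 and 2. Among the 19 expansin genes of the annotation, 11 were higher in the arrays labelled dicamba and 3 in those labelled mock (median 0.47, adjusted p = 0.014, camera; adjusted p = 0.25 with an estimated correlation). Of 10 XTH genes, 6 and 2 were higher in those groups (median 1.16, adjusted p = 0.032; adjusted p = 0.33 with an estimated correlation). Both families gave the same counts when adjusted over the list alone, and neither passed with the stricter filter on low signal. The 4 pectin methylesterases of the annotation had a median of 0.88 and did not pass (adjusted p = 0.060), though they did with quantile scaling (0.049) and with spike centring (0.0034).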

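Class III peroxidases are secreted enzymes that cross-link lignin and wall proteins and can oxidise auxin. Of 55 peroxidase genes named by the probe annotation, 38 were higher in the arrays labelled dicamba, 5 were higher in those labelled mock and 12 did not pass. Adjusted over the list alone, 40 and 5 passed. At 3-fold, 19 were higher in the arrays labelled dicamba and 0 in those labelled mock, where the largest of the 5 was AT1G14550 at -1.20, picked out after its value had been seen. The median of 0.76 differed from that of the other genes (camera of limma, adjusted p = 3.1e-09; adjusted p = 0.077 with an estimated correlation). A further 3 are named only through Table S2, which fixes their direction. With spike centring 34 of all 58 passed, every one of them higher in the arrays labelled dicamba.

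**Figure D2:**
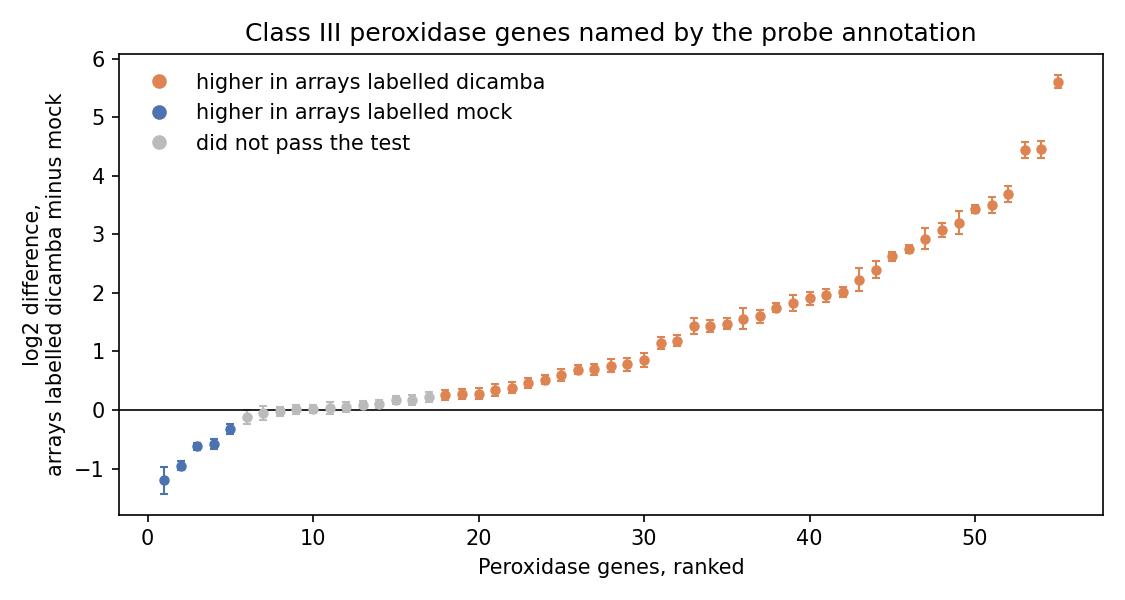
Log2 difference (arrays labelled dicamba minus mock) of each of the 55 peroxidase genes, ranked, with its standard error, coloured by the group in which it was higher at an adjusted p of 0.05 or less. The genes run from -1.20 to 5.61, with 38 higher in the arrays labelled dicamba and 5 higher in those labelled mock.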

Our data also showed that 24 predicted peroxidases were specifically repressed by dicamba (compared with none that are induced). Fifteen encoded putative peroxidases and the rest were class III peroxidases [38]. 

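The peroxidases of Table S2 span genes of the endodermis, root hairs and whole root. AT3G01190 was at 5.98 ± 0.27 (SD, n = 3) on the arrays labelled mock and 10.44 ± 0.23 (SD, n = 3) on those labelled dicamba, a difference of 4.45 (adjusted p = 1.3e-08, limma). AT2G37130 was at 7.83 ± 0.32 and 12.27 ± 0.04 (4.44, adjusted p = 7.9e-09). AT4G26010, a peroxidase expressed in root hairs, was 9.18-fold higher in the arrays labelled dicamba. By description, 24 probe sets of Table S2 encode peroxidases, with a median of 7.15-fold. Of these, 15 are described only as putative, with a median of 6.16-fold.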

Peroxidases have many physiological functions, including cell wall lignification and IAA catabolism [39].

The transcriptome results also showed that transport associated genes, particularly lipid transport proteins (LTPs) and the water transport proteins [plasma membrane intrinsic proteins (PIPs) and tonoplast intrinsic proteins (TIPs)], were all down-regulated by dicamba.

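Tonoplast intrinsic proteins (TIPs) and plasma membrane intrinsic proteins (PIPs) are water channels of the vacuole and the cell surface, and lipid transfer proteins carry lipids to the wall and cuticle. TIP2;3 was 37.5-fold higher in the arrays labelled dicamba (difference 5.23, adjusted p = 3.1e-09, limma) and TIP2;2, like it a channel of root vacuoles, 27.3-fold. TIP4;1 (6.11-fold) and GAMMA-TIP (4.45-fold) were higher in the same arrays. PIP1;5 was 5.76-fold higher there, PIP2;4 4.44-fold, PIP1A 3.36-fold and PIP2E 3.16-fold. All 9 water channel probe sets among the calls lay on this side, and the 8 genes given here are named only through Table S2, which selects on the change itself. Lipid transfer proteins were on both sides. LTP4 and LTP3, induced by ABA and drought, were 13.0-fold and 3.25-fold higher in the arrays labelled mock. By description, 4 lipid transfer probe sets were higher in the arrays labelled mock, by up to 13.0-fold. Another 9 were higher in those labelled dicamba, by up to 40.9-fold.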

### Comparison of dicamba resistance in ethylene, ABA, and auxin insensitive mutants

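Aux/IAA, GH3 and ABA response genes were plotted beside genes of stress, the cytoskeleton, the wall and water transport. Of the groups large enough for the set test, Aux/IAA repressors, GH3 enzymes, ABA response genes, heat shock genes, tubulins and XTHs passed with the preset correlation and 0 with an estimated one. The medians of these groups over the genes named by the annotation kept their sign under each scaling of the arrays. Genes of the Casparian strip and tonoplast water channels are named only through Table S2, and most salicylic acid genes only through Table S1, which fixes their direction. All heat shock genes shown are in Table S1 too, so their direction was already known. Starting from a model in which high auxin induces ethylene and then ABA biosynthesis, the paper searched the induced genes for these pathways. From the Aux/IAA genes still induced at 10 h, the paper proposes a sustained auxin response.

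**Figure D3:**
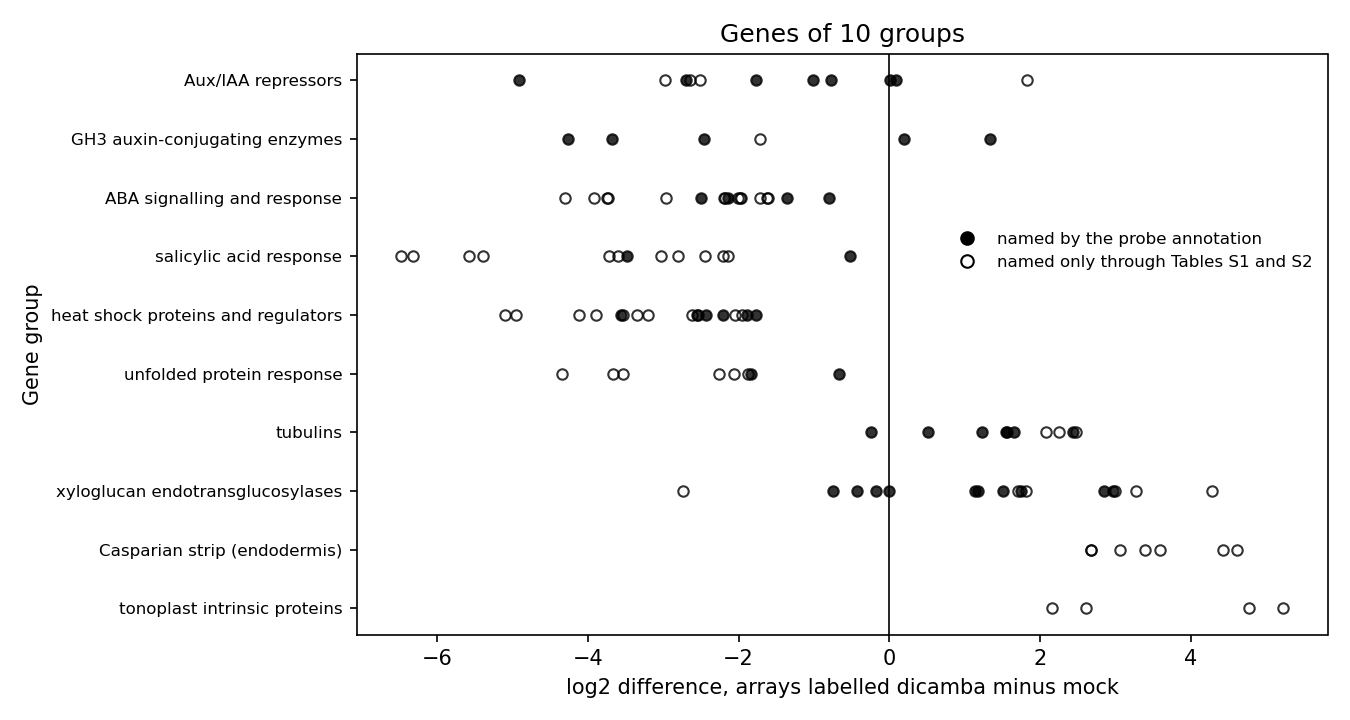
Log2 difference (arrays labelled dicamba minus mock) of each measured gene of 10 groups, with filled points for genes named by the probe annotation and open points for those named only through Tables S1 and S2. The 6 filled points of the heat shock group lie below 0, around the median of -2.32, and 6 of the 7 filled points of the tubulins lie above 0.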

Whole genome expression analysis showed that auxin, ethylene and ABA biosynthesis and/or signalling genes were induced by dicamba, suggesting that these hormones may be critical for dicamba sensitivity. Therefore, we tested several phytohormone-insensitive mutants for enhanced dicamba resistance. One effect of both natural and synthetic auxin treatment is a reduction in root growth, and thus, effects on root growth was used as a criteria for measuring altered dicamba sensitivity in Arabidopsis mutant backgrounds. In order to establish the concentration at which the herbicides affect root growth, we measured root lengths of Columbia (wildtype, WT) plants grown on increasing concentrations of either 2,4-D or dicamba. 2,4-D affected growth of WT roots at concentrations of 0.1 and 0.5 µM, which is similar to previously published reports, and illustrates that we can replicate the effects of synthetic auxin on plant growth under our laboratory growth conditions [12], [26] (Fig. 2A). Dicamba concentrations between 0.1 and 1 µM did not significantly affect WT root growth, but at concentrations of 5 µM and 7 µM, the WT roots were 46% and 31%, respectively, the length of the untreated control (Fig. 2B).

**Figure 2:**
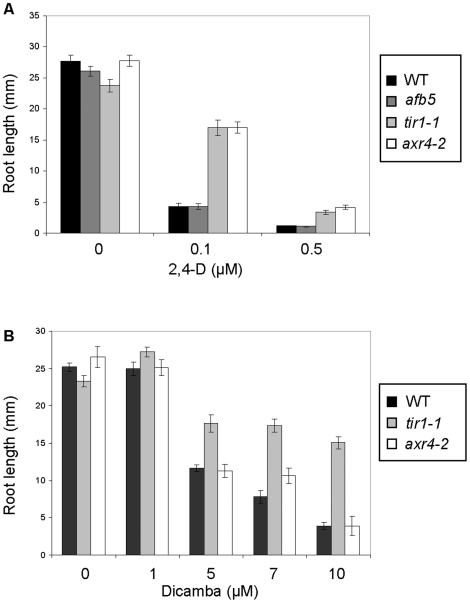
Differential effects of 2,4-D and dicamba on the root growth of WT and auxin mutant plants. The data represents primary root length measured after 8 days on media with various concentrations of herbicide. Measurements were taken on at least 10 seedlings per plate and at least 2 plates per treatment. Error bar indicated standard error (sem). A, Effects of 2,4-D (0, 0.1 µM, and 0.5 µM) on root length compared between WT, *axr4-2*, *afb5*, and *tir1-1* plants. B, The effects of dicamba (0, 1, 5, 7 and 10 µM) on the root lengths of WT, *axr4-2*, and *tir1-1* plants.

Because the transcript analysis suggested that ethylene and ABA –mediated pathways in the plant may be affected by dicamba, we first tested ABA-insensitive Arabidopsis *abi1-1* [40], and the ethylene insensitive *ein2-1* [41] for enhanced dicamba resistance. However, both mutants showed susceptibility to dicamba similar to WT plants (Fig. 3).

**Figure 3:**
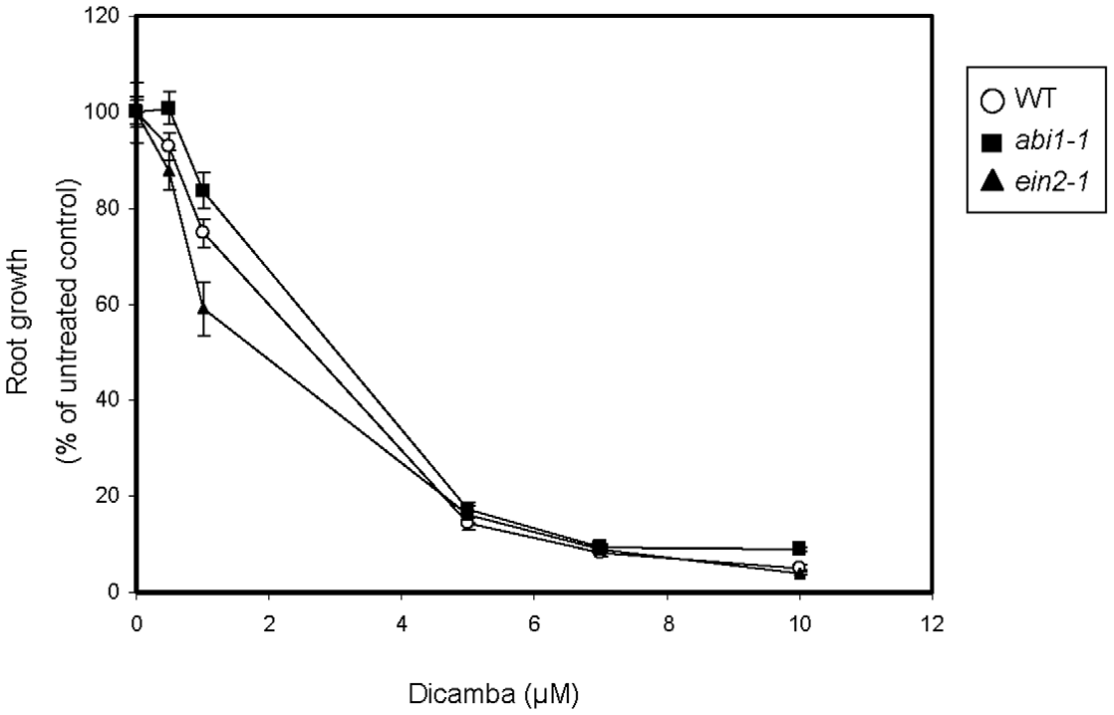
Effects on WT, *abi1-1* and *ein2-1* root growth as dicamba concentrations increase. Root growth measured after 8 days on MS-media containing 0, 0.5, 1, 5, 7 or 10 µM dicamba and transformed to a percentage of the average root length of the untreated control for each genotype. Measurements were taken on at least 20 seedlings of each line. (Error bars  =  standard error)

We next assayed the auxin insensitive mutants *axr4-2* and *tir1-1* for dicamba resistance. We initially chose these mutants because they are affected in different aspects of auxin signalling and either play a role in auxin transport (AXR4) or auxin binding (TIR1). The *tir1-1* plants were partially resistant to 5, 7, and 10 µM dicamba concentrations. There was no *tir1-1* resistance to dicamba at concentrations of 20 µM and above (data not shown). Meanwhile *axr4-2* showed sensitivity to dicamba similar to WT plants (Fig. 2B). As has been previously described, both *axr4-2* and *tir1-1* exhibited partial resistance to 2,4-D (Fig. 2A) [25], [42]. In summary, we have shown that *tir1-1* has at least partial resistance to both dicamba and 2,4-D, but *axr4-2* exhibited differential resistance between the two auxinic herbicides.

Since *tir1-1* was able to confer some level of resistance to Arabidopsis seedlings, we were interested to test if *tir1-1* conferred dicamba resistance to older plants. A foliar application of 7 µM dicamba on 4 week old, soil-grown WT plants caused only slight herbicidal damage. One week after treatment, the plants exhibited slightly smaller rosette diameters and no significant decreases of plant fresh weight (data not shown). Thus, although 7 µM dicamba showed effects on root growth in WT seedlings grown on agar plates, it did not have a drastic effect on older plants grown in soil. We then increased the concentration of dicamba to 7 mM, which is a concentration that falls within the normal range used to kill weeds by foliar application in agriculture [16]. When dicamba was applied to plants in soil at concentrations of 7, 14 and 21 mM, the dicamba ultimately killed WT and *tir1-1* plants, but the death was slower in *tir1-1*. We observed that 3 days post-treatment with 14 mM dicamba, the *tir1-1* plants were greener than the WT, indicating they were dying more slowly (Fig. 4A). Additionally, 3 days after treatment with 14 and 21 mM dicamba, there was significantly more above-ground fresh weight in *tir1-1* compared to the WT plants, relative to the untreated controls (Fig. 4B). Overall, our results show that *tir1-1* plants were more tolerant to dicamba treatment at both the seedling and adult stages.

**Figure 4:**
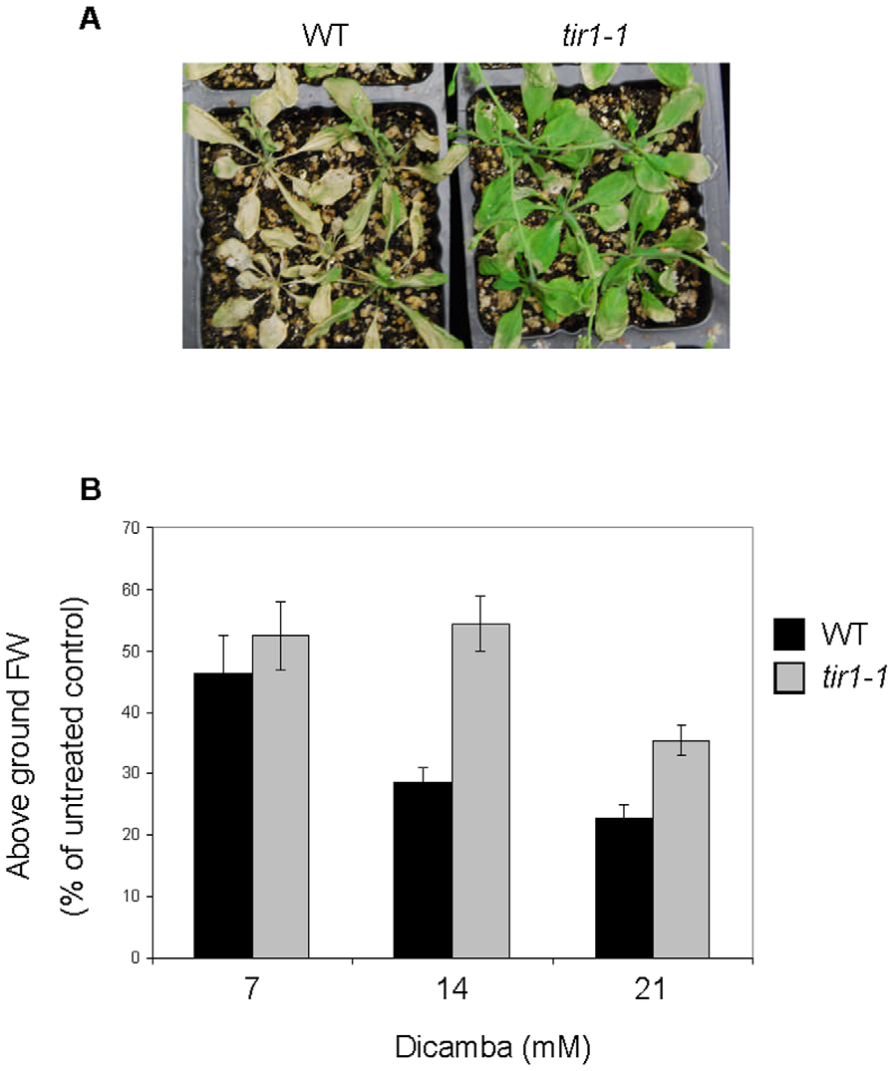
Effects of the foliar application of dicamba treatments on Arabidopsis plants. A, Representative photo showing the effects of dicamba treatment on 3 week old plants. Photo taken 3 days after a 14 mM dicamba treatment on WT and *tir1-1*. The experiment was repeated twice with similar results. B, The effects of foliar applications of dicamba on the above ground fresh weight of WT and *tir1-1* plants. Weights measured three days after treatment with 30 ml of 7, 14, and 21 mM dicamba. The change in above ground fresh weight is represented as a percentage of the weight of untreated control plants. There were 20 plants for each treatment, with the experiment repeated twice. (Error bars  =  standard error)

### Effects of dicamba on TIR-like F-box proteins (AFBs) mutants

The fact that the *tir1-1* mutant is not completely resistant to dicamba suggests that there must be other F-box receptors mediating the dicamba response. The TIR-like F-box proteins AFB1, AFB2, and AFB3 can bind auxin, suggesting they are likely auxin receptors with overlapping roles to TIR1 [12]. More distantly related F-box proteins to TIR1 in Arabidopsis include AFB4, which is also called FBX14, and AFB5, which has been previously shown to be sensitive to 2,4-D, but resistant to the herbicide picloram [14]. To test the effect of dicamba on root growth of AFB mutants, we focused on AFB1, AFB2, AFB3, and AFB5. *afb1*, *afb2* and *afb3* were sensitive to dicamba at concentrations higher than 1 µM, similar to WT (Fig. 5). The *afb5* plants showed higher levels of resistance to the herbicide, as indicated by a significantly longer root length compared to the wildtype (Fig. 5). While *tir1-1* mutants were resistant to 0.1 µM 2,4-D, the *afb5* mutant was susceptible to this herbicide (Fig. 2A). Thus, AFB5 appears to be required to mediate responses to dicamba, but not to 2,4-D.

**Figure 5:**
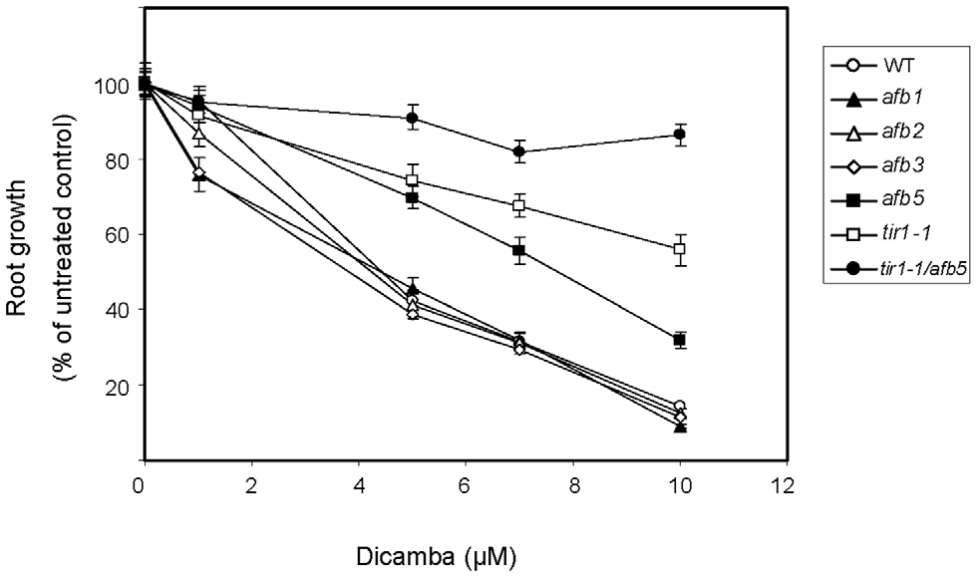
Effects of increasing dicamba concentrations on root lengths of TIR-like, F box receptor mutants. Data represents a comparison of the effects of increasing concentrations of dicamba on the root lengths of WT and TIR/AFB mutants. Roots measured after 8 days on MS-media containing 0, 1, 5, 7 or 10 µM dicamba and converted to a percentage of the average root length of the untreated control plants. Measurements were taken on at least 20 seedlings per treatment. (Error bars  =  standard error)

The *tir1-1* and *afb5* plants were crossed and the resulting homozygous double mutant was tested for dicamba resistance. The *tir1-1/afb5* plants showed enhanced resistance to dicamba at all concentrations tested (Fig 5). While concentrations of 10 µM strongly inhibited WT root growth causing an 86% reduction in root length, the double mutant had an approximately 14% decrease in root length. In addition, *tir1-1/afb5* plants showed greater resistance to dicamba than did the plants with the single mutations in *tir1-1* or *afb5*, suggesting an additive effect of the mutations on dicamba resistance and that both contribute to the dicamba response.

### Gene expression analysis in the *tir1-1* and *afb5* mutant backgrounds

We have shown that TIR1 and AFB5 are required, at least in part, for dicamba mediated effects. In order to determine if the *tir1-1* and/or *afb5* mutation affects dicamba-regulated, downstream gene expression, we analysed changes in transcript levels after a 10 hour, 7 mM dicamba treatment in the WT, *tir1-1*, *afb5*, *and tir/afb5* backgrounds using qRT-PCR for the following auxin-regulated genes: *IAA1*, *IAA5*, *GH3.3*, (auxin- mediated responses), *NCED3*, (ABA biosynthesis), *ABF4* (ABA signalling), and *GSTF8* (stress responses).

First, we looked at the effects of dicamba on WT plants. The relative expression for the 6 genes described above was significantly increased in the WT-dicamba treated plants compared to the WT mock-treated controls (Fig. 6). This data is consistent with the changes in gene expression observed in the microarray experiment.

**Figure 6:**
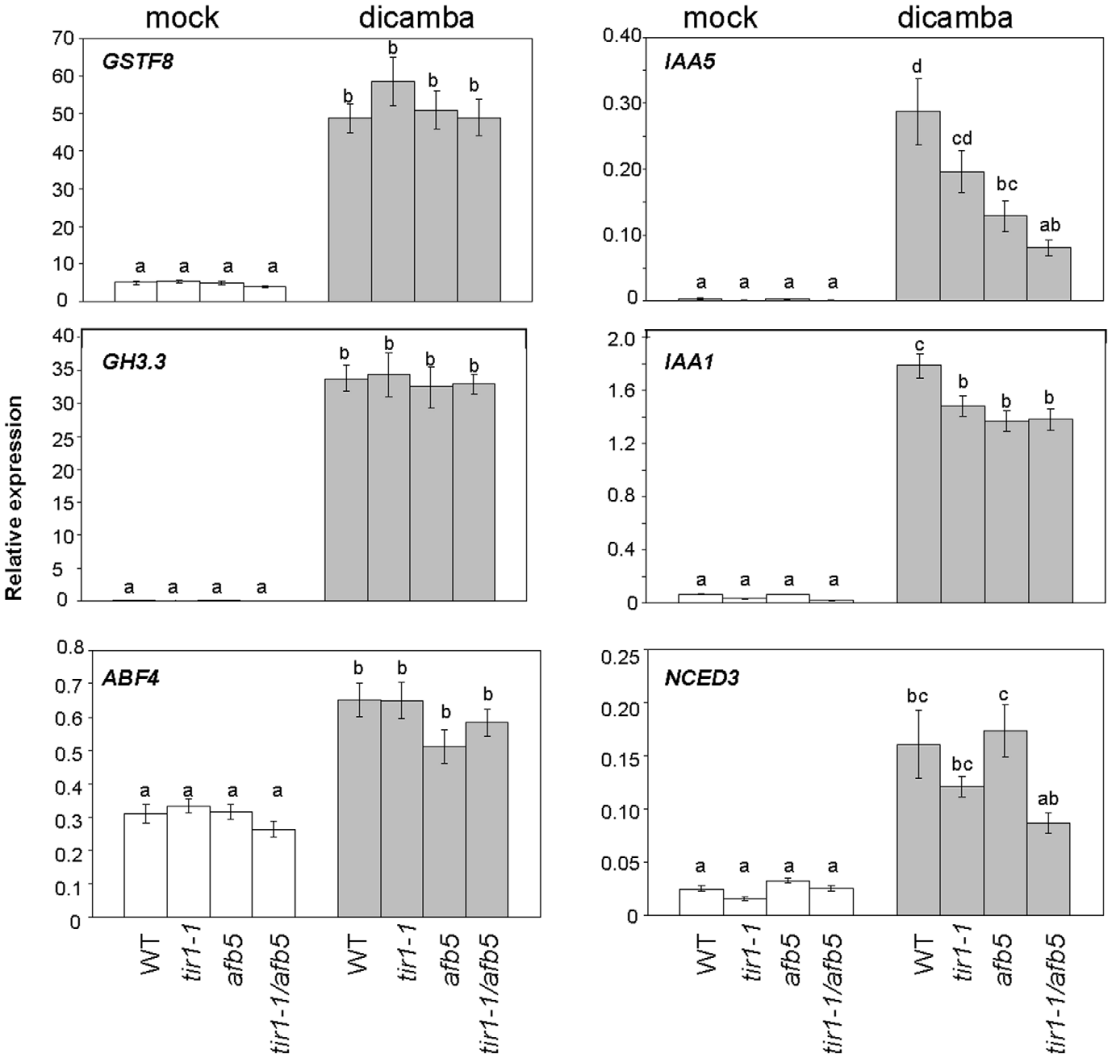
Consequences of *tir1-1*, *afb5*, and *tir1-1/afb5* on the dicamba-induced expression of select genes. Transcript expression was monitored by qRT-PCR in Col-0, *tir1-1*, *afb5*, and *tir1-1/afb5* plants after a 10 hour, 7 mM dicamba treatment. The following genes were analysed: *GSTF8* (At2g47730), *GH3.3* (At2g23170), *ABF4* (At3g19290), *IAA5* (At1g15580), *IAA1* (At4g14560), and *NCED3* (At3g14440). The graphs show the average relative gene expression from two independent experiments, each containing three biological replicates. (Error bars  =  standard error). The different letters indicate differences by Least Square Means Tukey HSD (p<0.05). Levels not connected by the same letter are significantly different.

Next, the effects of dicamba on relative gene expression in the *tir1-1*, *afb5*, and *tir1-1/afb5* backgrounds were analysed. We measured relative gene expression for these 6 genes in the mutant dicamba-treated plants and compared it to relative gene expression in the WT dicamba-treated plants (Fig. 6). Transcripts for the stress-responsive *GSTF8*, auxin-conjugating *GH3.3*, and the ABA-responsive *ABF4* were up-regulated in all the dicamba-treated mutant plants similar to WT (Fig. 6). However, for the auxin responsive gene *IAA1*, the level of relative dicamba-induced gene expression in the three mutants (*tir1-1*, *afb5*, and *tir1-1/afb5*) was significantly less than in WT (Fig. 6). For *IAA5* there was less dicamba-induced transcription in *afb5* and *tir1-1/afb5* compared to WT. In addition, the double mutant showed a trend towards decreased gene expression of the ABA-biosynthetic gene *NCED3* (Fig. 6). Overall, the *tir1-1* and/or *afb5* mutations were having an effect on the induction of some but not all of the dicamba-induced genes, suggesting both complexity and redundancy of the downstream gene regulation following application of this herbicide.

## Discussion

In this report we have provided evidence for chemical specificity of plant responses to auxinic herbicides and a gene expression study for dicamba-treated plants. Herbicide resistant weed populations, especially to the commonly used herbicide glyphosate, are a growing problem [43], [44]. Approximately 90% of all transgenic crops worldwide are glyphosate resistant; thus, glyphosate-resistant weeds pose a serious threat to agricultural systems [16], [45]. Synthetic auxins such as dicamba are an attractive alternative to glyphosate. They are effective, non-toxic herbicides that despite over 60 years of broad use, have not resulted in significant issues with the emergence of resistant weeds, probably owing to their multiple sites of action [46]. However, with farmers increasing their usage of dicamba because of resistant weeds to other herbicides, including glyphosate, triazine, and acetohydroxyacid synthase-inhibiting herbicides [47], and because of the future introduction of dicamba resistant transgenic crops, the selection pressure for dicamba resistance in weeds will be amplified. In fact, dicamba resistant weeds have already been reported, for example in the broadleaf weed Kochia [18], [48] and in wild mustard *Brassica kaber* [19], underscoring the importance of investigating dicamba's mode of action at the genetic level. The transcript analysis reported here will be helpful in further understanding incidents of spontaneous dicamba resistance arising in weeds.

### Transcriptional analysis of dicamba-treated plants suggests prolonged stress and phytohormone responses

Our analysis of dicamba-regulated genes using a whole genome Arabidopsis array provided insight into the molecular mechanisms underlying dicamba action. Although microarrays have been used to examine plant transcriptional responses after treatment with various concentrations of IAA or synthetic auxins, such as 2,4-D, these investigations focused primarily on early responses, shortly after treatment[33], [34], [49], [50], [51], [52], [53]. Moreover, while a previous report by Pufky and associates had utilized a microarray of dicamba treated plants, it did not contain a detailed examination of dicamba-regulated genes, and instead the array data was used to compare overall expression patterns between different classes of auxinic herbicides 20 minutes after their application [32]. To date there are no reports looking at the prolonged effects on plant transcript levels after a long (10 hr) auxinic herbicide treatment. As a result, our work can give insights on the plant responses regulated by synthetic auxins that occur subsequent to their initial exposure and provide new opportunities for auxinic herbicide research, such as identifying novel genes for diagnosing off-target herbicidal injury [2]. Such genes could help farmers differentiate between the effects of accidental herbicide exposure from nearby, sprayed fields and possible disease outbreaks.

In our analysis, there were over 550 genes up-regulated by 10 hour treatment with dicamba (Table S1). The current model describing the mode of action of auxinic herbicides proposes that massive doses of auxin lead to enhanced levels of ethylene and ABA, resulting in plant cell death [3], [4]. Overall, our microarray analysis provides further molecular support for this model. For example, three ACC synthases were induced by dicamba. This is consistent with previous work showing that auxinic herbicides can stimulate ACC synthase activity and increase endogenous levels of ethylene in sensitive plants [4], [6], [7], [54]. Following the auxin-triggered induction of ACC synthase is the overproduction of ABA [6]. We observed an up-regulation of ABA biosynthetic genes, with dicamba up-regulating transcription of both *NCED3* and *NCED5*, suggesting that dicamba-treated plants are experiencing *de novo* ABA biosynthesis.

Natural auxins are rapidly degraded by the plant, but auxinic herbicides are not readily metabolized by sensitive plants, and this probably leads to lasting effects on gene expression. By using a promoter::reporter system, we found that *GSTF8* promoter activity was strongest approximately 10 hours after dicamba treatment. *GSTF8* is a marker for plant stress responses [23], [24], [55], [56], [57], [58] and its induction at 10 hrs may indicate the plant is experiencing ongoing stress. Normally, as the cellular concentrations of auxins decline, the transcription of auxin responsive genes is also downregulated [21]. However, our gene expression analysis showed strong induction of Aux/IAA genes and other auxin responsive genes at 10 hours post dicamba treatment, suggesting a prolonged presence of dicamba within the cell, perhaps because dicamba is not readily inactivated or detoxified by the cell. To help deal with high levels of auxin, GH3 proteins are usually induced as they can conjugate natural auxin for degradation. *GH3* genes were induced by dicamba, suggesting that the plant was attempting to remove excess auxin. However dicamba is not a substrate of the GH3 enzymes [59], which may be why plants are unable to cope with this herbicide [2]. We also observed strong induction of *NCED* and ACC synthase genes 10 hours after dicamba treatment, indicating that dicamba is triggering on-going, ethylene and ABA biosynthesis in the plant.

### Dicamba mediates its affect independently of AXR4, but relies at least in part on F-box auxin receptors TIR1-1 and AFB5

For the induction of auxin specific genes, auxin is first perceived by the plant through its TIR1/AFB proteins and requires transport both in and out of the cell via auxin import/export proteins. By testing dicamba and 2,4-D sensitivity in the auxin insensitive Arabidopsis mutants affected in either auxin transport (*axr4-2*) or auxin perception (*tir1-1*), we showed that while both *axr4-2* and *tir1-1* were resistant to 2,4-D, only *tir1-1* was resistant to dicamba. The *axr4-2* and the *tir1-1* mutants affect different components of the auxin-mediated signalling pathway. The auxin-insensitive mutant *axr4* is defective in auxin responses due to the mislocalization of AUX1, an auxin influx carrier [60]. In *axr4*, AUX1 is not correctly targeted to the plasma membrane, and as a result, auxin transport into the cell is disrupted. Previous reports have shown that membrane-localized AUX1 is required for the uptake of 2,4-D by the cell [61]. 1-NAA but not 2,4-D can successfully enter the cells without the need for an auxin influx carrier [62]. Because 1-NAA is more hydrophobic than 2,4-D or IAA, it may more freely diffuse into the cells [62]. *axr4* is susceptible to dicamba, indicating that dicamba may also permeate the cells without requiring an auxin carrier for cellular uptake. Alternatively, dicamba may rely on a different auxin influx carrier to enter the cell.

The TIR1 protein is required for the degradation of Aux/IAA transcriptional repressors, and a mutation in TIR1 causes diminished auxin responses. TIR1 contains a binding pocket that can bind IAA and can also bind two auxin analogs, 2,4-D and 1-napthalenacetic acid (1-NAA) [10], [15], [63]. The TIR1 binding pocket had the highest affinity for IAA, and although 2,4-D could bind to TIR1, it was bound with weaker affinity [64]. The differences in affinity between synthetic and natural auxins were linked to the size of their aromatic ring structures, with 2,4-D having a smaller ring size than IAA [63]. The fact that *tir1-1* plants were partially resistant to dicamba suggests that TIR1 can bind directly to dicamba with the binding affinity influenced by the structure and size of dicamba. Computer modelling also has suggested that dicamba can fit into the auxin binding site of TIR1 [3].

The TIR1 homologs AFB1, AFB2, and AFB3 are closely related to TIR1, with 61-72% amino acid identity. Plants deficient in these proteins are more sensitive to 2,4-D than *tir1-1* [13]. Earlier studies on understanding the roles of the AFB proteins showed that TIR1 and AFB2 made the largest contribution to the auxin response in roots; however, it should be noted that AFB5 was absent from this work [13]. The AFB5 protein is more distantly related to TIR1 with only 46% amino acid identity, and our data showed that while the *afb5* mutant was sensitive to 2,4-D, it was relatively resistant to dicamba treatment. Further evidence that AFB5 contributes to the dicamba response comes from the double, *tir1-1/afb5* mutant, which showed stronger resistance to dicamba than either the *tir1-1* or *afb5* single mutants. Previously, the *afb5* mutant was reported to confer specific resistance to picolinate auxins, but no resistance to IAA, 2,4-D and dicamba [14]. It is not apparent why this study did not find similar dicamba resistance, but our results clearly show enhanced resistance of *afb5* to dicamba treatment and that AFB5 is contributing to the dicamba response.

Since the *tir1-1* mutant showed resistance to both dicamba and 2,4-D, TIR1 may be mediating the overlapping, downstream responses to herbicides. However, *TIR1-1* is not involved in regulating all genes after dicamba treatment, as highlighted by the gene expression studies (Fig. 5). Some auxin-regulated gene expression may be regulated through signalling pathways other than TIR1, and could involve AFB5. Both SCF^AFB5^ and SCF^TIR1^ may be contributing to distinct dicamba responses, with perhaps auxin chemistry regulating the specific contribution of each SCF. Interestingly, mutations in *TIR1-1* and/or *AFB5* significantly affected gene expression of *IAA1.* However, the fact that for most of the genes tested, expression was not altered in the mutant *tir1-1* and/or *afb5* backgrounds suggests that either there is a different mechanism for mediating the dicamba-induced expression of these genes that does not involved TIR1 or AFB5, or that the other signalling F-box receptors play a role.

Although analysis of the *tir1-1/afb5* double mutant (this study), as well triple and quadruple *tir1/afb1*,*2*,*3* mutants [13] has suggested the AFB proteins have overlapping functions, unravelling the contribution of each family member to the complex auxin responses is still a work in progress. Further clarification of the role of the TIR homologs (AFB1, AFB2, and AFB3) has come from a recent study which reported that the function of the different TIR/AFB proteins in the auxin response could be attributed to their relative expression, which is under the control of post-transcriptional regulation, or related to their binding to different Aux/IAA substrates [13]. One theory for the large number of TIR1 homologs is that although IAA is the major form of auxin, there may be other structurally different forms of natural auxin playing roles in developmental processes, with AFB proteins providing differing specificity for these compounds [8]. The specificity of AFB5 for picloram and dicamba supports this model.

Overall, the detailed dicamba-regulated gene expression studies support the hypothesis that auxinic herbicides work in large part through manipulating the plants phytohormone responses, specifically causing large increases in ethylene and ABA levels. By minimising the manipulation of the phytohormones in response to these herbicides, it may be possible to develop additional means of auxinic herbicide resistance. Although both 2,4-D [33], [34] and dicamba (this work) induce similar phytohormone responses in the plant, auxin insensitive mutants showed differential responses to these herbicides. Our mutant work suggests that variation in synthetic auxin sensitivity is regulated by two components. The first component is cellular uptake of the synthetic auxins. As illustrated by the differential sensitivity of *axr4-2* to 2,4-D and dicamba, this component may influence the effectiveness of certain herbicides. As a result, auxin transport could be targeted for manipulation to provide additional specificity for synthetic auxins. The second component of selectivity in synthetic auxins was conferred by F-box receptors. We have demonstrated that plants containing mutations in AFB5 had specific resistance to dicamba, and that this resistance was additive in the *tir1-1/afb5* double mutant, indicating both contribute to dicamba resistance. In this context, it may be possible that other members of the TIR1/AFB family have distinct auxin specificities that can be modified to develop new herbicide resistances. For example, it may be possible to use TILLING (Targeting Induced Local Lesions in Genomes) to identify mutants in specific auxin receptors that contribute to increased herbicide resistance in crop plants. This approach would offer a non-GM approach to the engineering of novel auxinic herbicide resistances.

## Supporting Information

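Table S1 gives, for each probe set, a log2 fold change from RMA values of the 6 arrays fitted with limma, with the gene that the probe set detects. Among its genes, by description, are 19 probe sets of heat shock proteins, with a median of 9.20-fold, and 6 of late embryogenesis abundant proteins, which protect drying seeds. The copy of the table read here holds fewer probe sets than the caption states, with folds from 3.00 to 151, and each is higher in the arrays labelled mock.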

Table S1 **Excel file of all 551 probe identifiers induced by dicamba 3 fold or more on the Arabidopsis Affymetrix array.** The ACC number, Affymetrix probe ID, Log_2_FC, and gene description are included for each gene.
(XLS)

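Table S2 has the same columns, with negative log2 fold changes. Among its genes, by description, are 4 probe sets of expansins, with a median of 4.11-fold, and 4 of late embryogenesis abundant proteins, with a median of 4.19-fold. Its folds run from 3.02 upwards, and each probe set is higher in the arrays labelled dicamba.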

Table S2 **Excel file of all 379 probe identifiers repressed by dicamba 3 fold or more on the Arabidopsis Affymetrix array.** The ACC number, Affymetrix probe ID, Log_2_FC, and gene description are included for each gene.
(XLS)

Table S3 **Primers used in qRT-PCR.**
(DOC)

# Supplementary material for: Mutant Analysis in Arabidopsis Provides Insight into the Molecular Mode of Action of the Auxinic Herbicide Dicamba
**Source:** PLoS One. 2011 Mar 8;6(3):e17245. doi: 10.1371/journal.pone.0017245
**Supplement:** Table S3 — Primers used in qRT-PCR.

Supplemental Table S3

Primers used in qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

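Transcripts were measured in whole seedlings of an Arabidopsis line with luciferase behind the GSTF8 promoter, at 4 days of age, after 40 min of flooding with 7 mM dicamba or with water (mock) and collection at 10 h. RNA of 3 biological replicates per treatment was read on 6 Affymetrix ATH1 arrays. The authors made a summary value for each probe set by RMA in Bioconductor, whose version the text does not give, and the deposited values are on the log2 scale and not centred per gene. The median of each array lay between 6.755 and 6.775. No filter on the deposited values was found, and all 22810 probe sets have a value on every array. The raw array files were not processed again, so background correction and normalization are those of the authors.

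The condition of each array was taken from its sample label and never from its values. Because the signs of Tables S1 and S2 are opposite to these labels, the text writes of arrays labelled mock and arrays labelled dicamba, and every difference is dicamba minus mock by label. A linear model was fitted to the log2 values with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 5.414) in R 4.3.3. The 64 Affymetrix control probe sets were left out of the fit and of the Benjamini-Hochberg adjustment over the remaining 22746. A probe set passed at an adjusted p of 0.05 or less, and the counts at 2-fold and 3-fold add that limit to the fold. The number of arrays limits the precision of every value. Single values of the control transcripts were compared with two-sided exact permutation tests, whose smallest p for 3 arrays against 3 is 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

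Probe sets were named by the probe annotation where it gives a single gene, which held for 13513 probe sets and 13333 genes; 13436 of these probe sets matched a RefSeq gene. Another 430 were named only through Tables S1 and S2. Where both sources name a probe set (436), they gave the same locus in 430. Of the genes the paper names, 13 could be named on the array and 10 could not: ABA1, GSTF8, ABF4, TIR1, AFB1, AFB2, AFB3, AFB5, AXR4 and AUX1, so that no value is given for them. A gene with several probe sets was represented by the brightest one.

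Before the data were examined, 51 gene lists were written from general knowledge or from rules on gene symbols and synonyms, along with the model, the limits, 21 alternatives and the rule for naming genes. The values in Tables S1 and S2 had been seen by then, and the Casparian strip list includes family members seen there under older names. That rule names the 10 genes furthest apart on each side whose arrays do not overlap, each gene the paper names, up to 4 genes per list with the largest difference, and the TIR1/AFB receptors. The lists of transcripts encoded in the chloroplast and the mitochondrion rest on the chromosome in RefSeq. Lists were tested with camera of limma at a preset correlation of 0.01 between genes, over the genes named by the annotation alone, since the tables select on the change. The minimum of 3 such genes per list was set after the data had been seen and left 20 lists, of which 10 passed with the preset correlation and 0 with a correlation estimated from the arrays. Fry of limma was used to ask whether a set of genes moves one way. Groups of probe sets called by description were picked from the descriptions in Tables S1 and S2, after those tables had been read. The copy of Table S1 at hand holds fewer probe sets than the 551 its caption states, so no enrichment was tested against it.

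The alternatives were filters on low signal (the 30th and the 50th percentile of mean signal), centring on array medians or on the hybridisation spikes, quantile scaling, a variance trend with robust estimation, array weights, the replicate number as a block, each array left out in turn, an adjusted p limit of 0.01, the fold limit alone or inside the test (treat), Affymetrix controls kept in, other rules for genes with several probe sets or probe sets with several genes, and the estimated correlation. The exchange of the labels of both groups was added after the signs had been compared. The model was tested on simulated data with known changes in 200 of 22746 probe sets: it recovered 76% of those changed 1.5-fold, 90% of those changed 2-fold and 100% of those changed 3-fold or 8-fold, and 7 of 22546 unchanged probe sets passed (3.7% of 190 calls). Root growth, mutant qRT-PCR and luciferase measurements have no deposited values and were left out. A gene withheld from this text is not reported here.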

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

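The tests in this part were chosen after the results they weigh had been seen, except the lists and their set tests, spike centring as a setting of the fit and the test of exchanged labels on auxin genes. The rule for reading the test of exchanged labels was changed after its result had been seen. Each of the lists below passed the set test against the other genes, and the paper does not discuss them as groups. The root hair genes tested, EXPA7, EXPA18 and the peroxidase AT4G26010, also count in the expansin and peroxidase lists. The paper does discuss cell wall genes and peroxidases, so that list is not a separate result. The heat shock genes tested are all in Table S1 and the root hair genes tested all in Table S2. Both tables had been read when the lists were written, so the direction of these genes was already known.

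Heat shock genes were higher in the arrays labelled mock (6 of 6 genes, median -2.32, adjusted p = 1.157e-06, camera of limma). They encode chaperones such as HSP17.4 (10.10 ± 0.36 and 4.99 ± 0.15, SD, n = 3). Root hair genes, among them the expansins EXPA7 (2.02) and EXPA18 (2.50), were higher in the arrays labelled dicamba (3 of 3 genes, median 2.50, adjusted p = 0.001957). Tubulins, the subunits of microtubules, were higher there as well (6 of 7 genes, median 1.55, adjusted p = 2.601e-04), with TUB1 at 2.44. TUA1, picked out after its value had been seen, did not pass over all genes (-0.24) but passed when adjusted over the list alone, and it changes sign with spike centring. UDP-glycosyltransferases, which attach sugars to hormones and foreign compounds, moved both ways (24 of 51 genes higher in the arrays labelled mock, 7 on the other side and 20 not passed, the same counts higher and lower when adjusted over the list alone, adjusted p = 1.886e-04), and the median of -0.17 turns to 0.27 with spike centring, where 11 of all 55 named pass higher in the arrays labelled mock and 4 on the other side. UGT76B1, which glycosylates a regulator of salicylic acid defence, differed by -3.12 (standard error 0.06) and UGT73B5 by -3.11. With an estimated correlation the adjusted p was 0.077 for heat shock genes, tubulins and UDP-glycosyltransferases and 0.15 for root hair genes.

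The auxin, ABA and defence genes of Table S1 and the wall and root genes of Table S2 carry the opposite sign in those tables to the difference by label, for every probe set, 910 in all. A single array in the wrong group is argued against, since the lowest correlation within a group was above the highest between groups by 0.0403. Labels exchanged between the groups and a sign turned when the tables were made were weighed on 8 auxin early-response genes. The annotation names these genes and both tables leave them out. LBD29 (-1.36), IAA20 (-1.02) and IAA18 (-0.78) were higher in the arrays labelled mock, and GH3.17 (1.34) in those labelled dicamba. IAA31, IAA33, GH3.9 and AT1G43040 did not pass. Their levels lay between 3.97 and 4.57 over both groups, not shown to lie above background, so they cannot show a direction. The median of all 8 genes, 0.0035, falls between AT1G43040 (0.0024) and IAA33 (0.0046). The bound set beforehand against exchanged labels, a median above 0, therefore decides nothing here. The median is also smaller than the median standard error of the single genes, 0.08. It differs in sign from fry of limma, a rotation test rather than an exact one, which found movement towards the arrays labelled mock (p = 0.0068). These genes cannot tell the explanations apart. Of the Aux/IAA genes that the annotation names, in or out of the tables, 5 of 7 were higher in the arrays labelled mock and 0 in those labelled dicamba. Of the GH3 genes it names, 3 of 5 were higher in the former and 1 in the latter. The paper's qRT-PCR, on RNA of the array experiment and of an independent one, has the Table 1 genes higher with dicamba. This argues against a turned sign and a real fall after dicamba for those genes, and leaves exchanged labels as the likelier source. The qRT-PCR was not analysed here, and the arrays alone leave the question open.

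Peroxidases and several root cell genes were higher in the arrays labelled dicamba, with a median of 0.76 over 55 peroxidases and 7 Casparian strip genes, such as ESB1 (3.59), that are named only through Table S2, whereas the suberin genes CYP86A1 (2.33) and KCS2 (-1.69), named only through the tables, went both ways. An array-wide scaling is argued against, since the peroxidase median lay above that of all probe sets by 0.72, where such a factor cancels (95% interval of the median from its order statistics, 0.24 to 1.52, which takes genes as independent); the set test of the list was lost with an estimated correlation (adjusted p = 0.077). A smaller share of root tissue in the seedlings of the arrays labelled mock cannot be told apart from a change within root cells: the photosynthesis genes RCA, LHCB4.1 and LHCB4.2, which more green tissue would raise, had a median of 0.075 and none passed, but their high signal would hide a small shift. The treatment could act on root cells or on root mass, and neither was tested.

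Heat shock genes were higher in the arrays labelled mock. Scaling of the arrays is argued against as the whole cause, since the median was still -1.88 with spike centring, with 6 of 6 genes passing. Lower RNA quality in the arrays labelled mock cannot be told apart from a response of the seedlings: the signal of the 3' minus that of the 5' probe set was higher there for actin (-0.28, exact permutation p = 0.1, the smallest possible) and GAPDH (-0.15, exact permutation p = 0.3), whose 5' probe set was the brighter on every array, and lower for ubiquitin (0.15, exact permutation p = 0.1), so the controls go both ways. The treatment and a difference in handling between the plates were not tested.

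For the number of probe sets changed, 1 of the 10 splits of the arrays into 3 and 3 was as large as the real one, which is the real split itself: 10806 passed against at most 0 in any other, 2123 against 0 at 2-fold and 910 against 0 at 3-fold. For the gene lists, 10 passed against at most 2 in the other splits. A set of 10 splits is too small for a share under 0.05.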

How the results depend on the processing

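The refit with exchanged labels and the minimum of 3 genes per list were chosen after the data had been seen. The other settings of this part were set beforehand. The genes of the text that could be named passed with the same direction under every alternative run that gives them a value, exchanged labels apart. With spike centring, which takes the median of all differences to 0.48, 3214 probe sets passed (2557 higher in the arrays labelled dicamba, 657 in those labelled mock), 2505 and 649 at 2-fold and 761 and 321 at 3-fold; 3210 of the 10806 calls (29.7%) were shared, 76.3% at 2-fold and 76.9% at 3-fold, with 0 in the opposite direction. EIN3 turned to 0.17 and GID1A to 0.23, since the centring adds the same 0.44 to every difference. The spikes ranged from 8.95 to 9.82 within the arrays labelled mock and overlapped between the groups (exact permutation p = 0.5). With this spread EIN3 and GID1A had a standard error of 0.37. Calmodulin-like proteins and calcium-dependent kinases passed (0.039, range 0.039 to 0.76). Pectin methylesterases passed as well (0.0034, or 0.049 with quantile scaling, range 0.0034 to 0.21). The cause of these 2 calls was not tested. With the stricter filter on low signal, which tests fewer genes, 3754 probe sets passed higher in the arrays labelled dicamba, 606 of them at 2-fold, and 5 lists passed; GH3 enzymes (0.21), expansins (0.14) and xyloglucan endotransglucosylases (0.14) did not. The milder filter took WRKY factors past the limit, at 0.05 (range 0.035 to 0.33). With the fold inside the test, which asks for more than the fold itself, 1259 passed at 2-fold (541 higher in the arrays labelled dicamba, 718 in those labelled mock) and 532 at 3-fold (200 and 332). With the estimated correlation, 0 lists passed: the adjusted p was 0.077 for Aux/IAA, ABA response, heat shock, peroxidases, tubulins and UDP-glycosyltransferases, 0.18 for GH3 enzymes (range 5.3e-10 to 0.21), 0.15 for root hair genes, 0.25 for expansins (range 1.0e-04 to 0.25) and 0.33 for xyloglucan endotransglucosylases (range 3.9e-06 to 0.33). The estimate was below the preset 0.01 for Aux/IAA (-0.028), GH3 enzymes (-0.032), tubulins (-0.049) and UDP-glycosyltransferases (-0.014). For these lists a stronger correlation between genes is argued against as the cause of the loss. For the other lists that were lost the estimate was above the preset value. The cause was otherwise not tested. At a limit of 0.01, GH3 enzymes (0.034), expansins (0.014) and xyloglucan endotransglucosylases (0.032) no longer passed. Leaving out each array gave 9651 to 10402 probe sets, 2078 to 2192 at 2-fold and 907 to 945 at 3-fold. WRKY factors ranged from 0.035 (without mock 1) to 0.13, chloroplast-encoded transcripts from 0.039 (without mock 2) to 0.70 and pectin methylesterases from 0.034 (without dicamba 1) to 0.10, and of the arrays left out only those named changed the call. The replicate number as a block gave 10728 probe sets, and the numbers do not pair the arrays: across probe sets, the residuals of arrays with the same number had correlations of 0.042, 0.072 and 0.036. Exchanged labels turn ACS11 to 1.74, NCED3 to 1.94, GH3.3 to 4.26, IAA5 to 2.97 and IAA1 to 2.64 by construction. Lists with fewer than 3 genes left, and genes under a filter, gave no value. No detection calls were used, so levels near those of YUC4 (4.22 and 4.29) are not shown to be above background. Differences of genes with such a level in a single group, such as CML37, HSP17.6A, BIP3, NCED5, EM1, LBD29, RR5 and ARR6, are read as lower bounds.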

Differences from the paper's values

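The exchange of labels was chosen after the values had been seen; the other alternatives were set before the data were examined, and none of these brings the folds, the shares or the family counts of this paragraph within the paper's. The auxin genes of Table 1 are given there as fold changes with dicamba: the paper's values are 19.2 for GH3.3, 7.8 for IAA5 and 6.2 for IAA1, against 0.052, 0.128 and 0.160 here as the ratio of the arrays labelled dicamba to those labelled mock. For the ABA gene NCED3 the paper's value is 3.8 against 0.260, and for the ethylene gene ACS11 the paper's value is 3.4 against 0.299. On the opposite direction, arrays labelled mock over those labelled dicamba, the values here are 19.2, 7.83, 6.24, 3.84 and 3.35. The paper's Table S1 lists 100% of its probe sets as induced, of which 0% were higher in the arrays labelled dicamba, and its Table S2 lists 100% as repressed, of which 0% were lower there. At its limits of 3-fold and adjusted p, the paper counts 12 cytochrome P450s induced against 5 here, 7 auxin-responsive genes against 3 and 3 ACC synthases against 0. It counts at least 10 ABA responsive genes induced against 0 here, and 24 peroxidases repressed against 0. The paper does not list its ABA responsive genes, so the count here is over the ABA response list. Of the 17 members measured, 13 are named only through Table S1. The other counts here are over probe sets of Tables S1 and S2 by description. With the labels of the groups exchanged, an alternative chosen after seeing the values, every difference changes sign by construction. The folds become 3.35, 3.84, 19.2, 7.83 and 6.24 for ACS11, NCED3, GH3.3, IAA5 and IAA1, and the shares of the tables 100% and 100%. The counts of the families become 14 P450s, 6 auxin-responsive genes, 2 ACC synthases, 15 ABA responsive genes and 24 peroxidases. The exchange drops 0 of the items the tables call. The 3-fold calls are the rows of those tables, so these values are not separate checks of the exchange.

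The paper states that tau class glutathione S-transferases, IAA factors, GH3 enzymes, NCED genes, AAO3, DREB2A and WRKY33 were induced; by label GSTU11 (-5.02), IAA30 (-4.91), GH3.1 (-3.68), NCED5 (-1.82), AAO3 (-2.24), DREB2A (-2.95) and WRKY33 (-2.59) were all higher in the arrays labelled mock. It states that water channels and cell wall genes were down-regulated, while TIP2;3 (5.23), PIP1;5 (2.53), XTH17 (4.29) and FLA2 (3.52) were higher in the arrays labelled dicamba. It states that lipid transfer proteins were all down-regulated, whereas 9 probe sets so described were higher in the arrays labelled dicamba and 4, among them LTP4 (-3.70), higher in those labelled mock, so the family does not move one way under either labelling. The ACC oxidase AT1G77330 is in the paper's Table S2 of repressed genes, while its text states that an ACC oxidase was up-regulated; here its difference is 2.59, higher in the arrays labelled dicamba. The text gives 550 induced and 396 repressed genes and the captions 551 and 379 probe sets, against 379 higher in the arrays labelled dicamba here and the other calls of 910 lower. At 2-fold the paper's counts are 1192 and 1003, against 971 and 1152. As plain numbers the 2-fold and 3-fold counts lie within 1.5 times the paper's here and under most alternatives. With the labels exchanged the 2-fold counts become 1152 and 971, and of the 3-fold counts that of repressed probe sets (379) equals the caption's, while that of induced ones stays below 550 and 551.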

Other observations

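The gene lists, the fit and its other settings were set beforehand, except the minimum of 3 genes for a set test. That minimum, the permutation tests of the control transcripts and the comparison of their levels under each scaling were chosen after the data had been seen. Cytokinin, root nutrient, seed and gibberellin genes are given here one by one; of their lists only that of gibberellin was large enough for a test, which it did not pass (adjusted p = 0.18, camera). The type-A response regulators RR5 (2.74), ARR7 (2.00) and ARR6 (1.80), which damp cytokinin signalling, were higher in the arrays labelled dicamba and are named only through Table S2; of those named by the annotation RR16 differed by 0.81 and ARR15 did not pass (0.01). The zinc transporters ZIP3 (4.13) and ZIP2 (2.50), the nitrate reductase NIA1 (2.55) and the sulphate transporter SULTR1;2 (2.23) were higher in the same arrays and are also named only through that table, whereas bHLH39, a regulator of iron uptake named through Table S1, differed by -2.00 and BHLH101, named by the annotation, did not pass (-0.20, which turns to 0.24 with spike centring); these and ARR15 were picked out after their values had been seen. Of the seed genes, LEA4-5, a protective protein of drying seeds, was at 10.73 ± 0.18 (SD, n = 3) on the arrays labelled mock and 6.66 ± 0.06 (SD, n = 3) on those labelled dicamba, and OLEO2, an oil body protein named only through Table S1, differed by -2.84, with a spread of 1.01 (SD) between the arrays labelled mock. By description 6 late embryogenesis abundant probe sets were higher in the arrays labelled mock and 4 in those labelled dicamba. The gibberellin synthesis genes GA3OX1 (-2.06) and GA20OX2 (-1.92), named only through Table S1, were higher in the arrays labelled mock. The laccase gene IRX12, of lignin synthesis in xylem, differed by 1.74, the cyclin CYCD1;1 by 1.72 and MYB34, a regulator of indole glucosinolates, by 2.02, while PAD3, the last enzyme of camalexin synthesis, differed by -1.93. PDF1.2, a marker of jasmonate and ethylene defence, differed by 0.19 (adjusted p = 0.031, limma), a call lost whichever array is left out (adjusted p from 0.026 to 0.26 over all settings). Its levels of 4.31 on the arrays labelled mock and 4.50 on those labelled dicamba are not shown to lie above background.

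Of 69 chloroplast-encoded transcripts named by the annotation, 1 was higher in the arrays labelled dicamba, 4 in those labelled mock and 64 did not pass (1 and 1 when adjusted over the list alone; adjusted p = 0.43, camera, which becomes 0.039 and passes without mock 2, where ndhH is at 7.85 against 9.40 and 9.44 on the other arrays labelled mock), with a median of 0.00 that spike centring moves to 0.44. The photosynthesis genes of the nucleus did not pass as a list (adjusted p = 0.58), nor did the auxin biosynthesis genes YUC2, YUC4 and YUC6 (median 0.22, adjusted p = 0.24). No member was named on the array for 7 lists, among them those of auxin receptors, auxin transport and transcripts encoded in the mitochondrion.

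Control transcripts differed as well. The level of GAPDH was 12.43 ± 0.09 (SD, n = 3) on the arrays labelled mock and 11.81 ± 0.27 (SD, n = 3) on those labelled dicamba, that of ubiquitin 13.53 ± 0.07 and 13.14 ± 0.06, and that of actin 11.71 ± 0.02 and 11.95 ± 0.10. The difference of actin (0.24) becomes 0.68 with spike centring, that of GAPDH (-0.62) becomes -0.18, and that of ubiquitin (-0.39) turns to 0.05; the exact permutation p of each level is 0.1. The hybridisation spikes differed by -0.44 (exact permutation p = 0.5) and the polyadenylated spikes by -0.40 (exact permutation p = 0.1). Correlations between arrays were 0.996 to 0.998 within groups and 0.949 to 0.956 between groups.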
